# Alterations in cell growth and signaling in ErbB3 binding protein-1 (Ebp1) deficient mice

**DOI:** 10.1186/1471-2121-9-69

**Published:** 2008-12-18

**Authors:** Yuexing Zhang, Yan Lu, Hua Zhou, Myounghee Lee, Zhenqiu Liu, Bret A Hassel, Anne W Hamburger

## Abstract

**Background:**

The ErbB3 binding protein-1 (Ebp1) belongs to a family of DNA/RNA binding proteins implicated in cell growth, apoptosis and differentiation. However, the physiological role of Ebp1 in the whole organism is not known. Therefore, we generated *Ebp1*-deficient mice carrying a gene trap insertion in intron 2 of the *Ebp1 (pa2g4) *gene.

**Results:**

Ebp1^-/- ^mice were on average 30% smaller than wild type and heterozygous sex matched littermates. Growth retardation was apparent from Day 10 until Day 30. IGF-1 production and IGBP-3 and 4 protein levels were reduced in both embryo fibroblasts and adult knock-out mice. The proliferation of fibroblasts derived from Day 12.5 knock out embryos was also decreased as compared to that of wild type cells. Microarray expression analysis revealed changes in genes important in cell growth including members of the MAPK signal transduction pathway. In addition, the expression or activation of proliferation related genes such as AKT and the androgen receptor, previously demonstrated to be affected by Ebp1 expression *in vitro*, was altered in adult tissues.

**Conclusion:**

These results indicate that Ebp1 can affect growth in an animal model, but that the expression of proliferation related genes is cell and context specific. The Ebp1^-/- ^mouse line represents a new *in vivo *model to investigate Ebp1 function in the whole organism.

## Background

Members of the ErbB receptor tyrosine kinase family (ErbB1-4) and their ligands are important regulators of cell growth and differentiation. Studies of ErbB1, ErbB2 and heregulin (the ErbB3/4 ligand) deficient mice indicate that these genes are essential for embryonic development [1]. In turn, the activity of the ErbB receptors is regulated by their interacting partners. An ErbB3 binding protein (Ebp1) was cloned in our laboratory during a yeast two-hybrid screen [2]. Ebp1 is identical to the murine p38-2G4 protein which was isolated as a DNA binding protein[3]. These proteins are members of the Proliferation-associated 2G4 *(Pa2g4) *gene family, which is highly conserved throughout evolution [4]. More than 30 genes encoding proteins homologous to Ebp1 have been found in organisms ranging from *Danio rerio *to *Pan troglodytes *[5].

Ebp1 is expressed in mammalian cell lines derived from multiple origins. Ebp1 mRNA is also found in all normal adult human and murine tissues examined including liver, heart, brain, placenta, lung, muscle, pancreas, kidney, prostate and breast [6,7]. Examination of EST data bases reveals that Ebp1 is expressed in all tissue types at different stages of embryonic development. Its ubiquitous distribution in both embryonic and adult tissues suggests it affects various developmental and physiological pathways [6].

An important role for Ebp1 in cell proliferation and survival *in vitro *has been demonstrated by many groups. We have shown that Ebp1 inhibits transcription of E2F1 regulated cell cycle genes such as E2F1, Cyclin D1 and cyclin E [8]. This transcriptional regulation is due in part to interactions with the transcriptional corepressors Sin3A, Rb and HDAC2 on E2F1 regulated promoters [9,10]. Ectopic expression of *Ebp1 *inhibits the growth of human breast[11] and prostate cancer cells [9,12] and fibroblasts [13] both *in vitro *and in animal models [14]. In breast cancer cell lines, Ebp1 regulates levels of ErbB2 and controls the cellular response to heregulin and the antiestrogen tamoxifen [15]. In prostate cancer, ectopic expression of Ebp1 results in downregulation of Androgen Receptor (AR) and several of its target genes and inhibition of AR-regulated cell growth [14]. Ebp1 also has a role in regulating cell survival as its interaction with AKT kinase suppresses apoptosis[16].

The mechanisms by which Ebp1 exerts its effects on cell proliferation and survival are incompletely understood. The biological effects of Ebp1 were originally postulated to be based on its ability to bind DNA. Ebp1 is a member of the SF00553 protein superfamily, the prototype of which is a 42 KDa DNA binding protein isolated from the fission yeast *S. pombe *[17]. Blast analysis reveals that Ebp1 and the yeast 42 KDa protein have 38% amino acid identity and 56% similarity. The *S. pombe *protein preferentially binds a synthetic curved DNA sequence. Ebp1 binds directly to this synthetic curved DNA sequence and is recruited to E2F1 promoter elements *in vitro *and *in vivo *as part of a protein complex [18]. The interaction of Ebp1 with the E2F1 promoter is regulated by the ErbB3 ligand HRG.

In addition to its ability to interact with proteins and DNA, Ebp1 binds to an array of RNA targets. Squaritto et al [13] found that a pool of EBP1 localized to the nucleolus binds RNA and may be involved in ribosomal biogenesis. EBP1 can bind to B23 (nucleophosmin), as a component of pre- ribosomal ribonucleoprotein complexes [19]. In the cytoplasm, Ebp1 associates with the 40 S subunit of mature ribosomes, suggesting that it can also be involved in protein translation. Sedimentation studies revealed that Ebp1 copurified with eIF2α, a component of the translation initiation complex [20]. Ebp1 contains an RNA binding domain σ- 70 like motif that maps to aa 46–64 that mediates its interaction with RNA and its nucleolar localization [13]. A double-stranded RNA binding domain was also mapped to aa 91–156. Other studies showing that EBP1 binds the 3'UTR of bcl-2 mRNA and stabilizes β-globin-ARE bcl-2 transcripts [21] suggest that EBP1 is a functional RNA binding protein. Finally, Ebp1 has been demonstrated to bind to viral internal ribosome entry sites (IRES) [22].

Despite burgeoning interest in the role of Ebp1 in several important cellular activities, the physiological function of Ebp1 in the intact organism is not known. We therefore characterized Ebp1- deficient mice generated by a gene trap insertion in intron 2 of the *pa2g4 *gene. We show that Ebp1-deficient mice exhibit transient dwarfism. This is accompanied by a decrease in serum levels of IGF-1 and IGF binding proteins and changes in expression of several other genes associated with cell growth. These results provide *in vivo *evidence that Ebp1 plays an important role in cellular growth.

## Results

### Disruption of the Ebp1 gene

Ebp1^+/- ^mice were generated at Lexicon Genetics from ES cells containing a retroviral gene trap in the *Ebp1 *locus as described previously [23]. Sequence analysis showed that the gene trap was inserted at a single site in the 2.3 kb intron 2 of the *Ebp1 *gene (Fig. 1A, B). The insertion led to the expression of an Ebp1-neomycin fusion molecule containing only the first 20 amino acids that are encoded by Exon 1 of *Ebp1 *that has no known biological function. The mice were genotyped by PCR with primers located at each side of the gene trap and in the LTR2 cassette (Fig. 1C).

**Figure 1:**
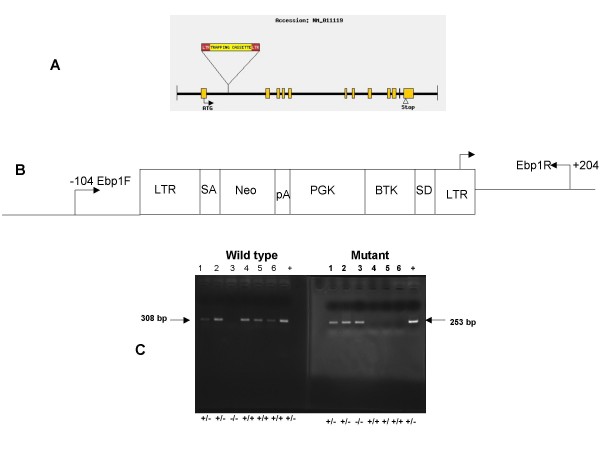
**Generation of the Ebp1 null mouse**. A. Schematic representation of the retroviral integration site within the first intron of the mouse *pa2g4 *(*Ebp1*) gene in the ES clone OST 186047 is indicated. Exons are represented as boxes. B. The locations of the PCR primers (LTR2, Ebp1 R, Ebp1 F) used in genotyping are indicated. Their positions (in base pairs) relative to the sites of integration are shown (not drawn to scale). LTR = long terminal repeat; SA and SD = splice acceptor and splice donor sites, respectively; PGK = phosphoglycerate kinase 1. C. A typical genotyping analysis showing the 308 bp PCR fragment for a wild type allele and the 253 bp product that detects the viral integration site. The products were separated by agarose gel electrophoresis and visualized by ethidium bromide staining.

The absence of *Ebp1 *mRNA in *Ebp1*^-/- ^mice was confirmed by RT-PCR with β actin as an internal control on total mRNA from 12.5 day embryo fibroblasts. The transcript was present in fibroblasts from wild type, but not Ebp1^-/- ^MEF (Fig. 2A). In addition, Western blot analysis indicated that Ebp1 protein was not expressed in knock out MEFs (Fig. 2B).

**Figure 2:**
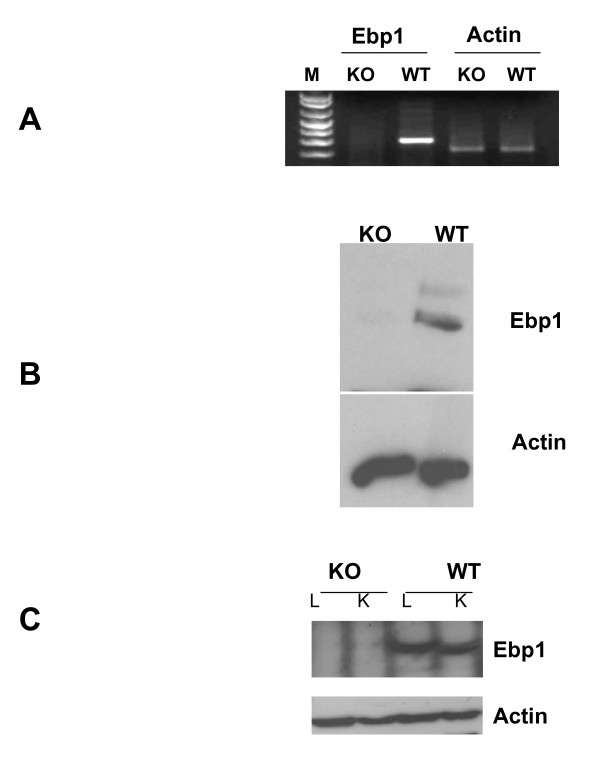
**Ebp1 is not expressed in Ebp1^-/- ^animals**. A, B. Fibroblasts were derived from 12.5 day Ebp1^-/- ^(KO) and wild type (WT) embryos as described in the Materials and Methods. A. RNA was isolated and the expression of Ebp1 and actin was determined by conventional PCR analysis. B. The expression of Ebp1 in KO and WT MEFs was analyzed by Western blot analysis. C. The expression of Ebp1 from lung (L) and kidneys (K) of 10 week old Ebp1^-/- ^and wild type littermates was detected by Western blot analysis.

### Ebp1 expression in adult life

Examination of EST data bases and our own published data [6] indicate that Ebp1 is ubiquitously expressed in normal adult mouse tissue. We therefore measured Ebp1 protein expression in several organs to determine the penetrance of the knock out. We found as expected that Ebp1 was expressed in adult lung and kidney of 10 week old wild type mice. Ebp1 expression was absent in the Ebp1^-/- ^mouse (Fig. 2C).

### Breeding data and post natal lethality

Breeding data were obtained from crosses between both heterozygous and homozygous mice, since both Ebp1^+/- ^and Ebp1^-/-^male and females were fertile. In all cases, the sex ratio was approximately 1:1. The genotypes of the pups from heterozygous pairs were present at approximately the expected ratio of 25:50:25 (Ebp1^+/+^, Ebp1^+/- ^and Ebp1^-/-^) (n = 40). Survival was approximately equal for all three groups eight weeks after birth. Male and female knock-out mice were fertile and inbred mating resulted in viable offspring. However, litter size was smaller for the Ebp1^-/- ^mice. Litter size of wild type mice was 9.1 ± .8, and for knock out mice,4.2 ± 1.3 (4 litters for each group).

In general, life expectancy, of knock out mice was indistinguishable compared with their littermates. Ten mice of each genotype were maintained for one year. 9/10 knock out and 10/10 heterozygous and 10/10 wild type mice survived.

### Reduced growth of Ebp1^-/- ^mice

The most striking feature of adult *Ebp1*^-/- ^mice is their initial smaller body size (Fig. 3A) and in about 1/3 of the mice the presence of kinky tails. The progeny of crosses between heterozygous parents were kept with the heterozygous mother and weighed sequentially. At day 19, there was a significant (p = .008) reduction of approximately 30% in body weight for both males and females. Mice were weaned at Day 21. After Day 30 mice began to catch up in size with wild type litter mates and at Day 60 there were no differences in weight (Fig. 3B). To rule out the possibility that competition during milk sucking was responsible for growth retardation, Ebp1^-/- ^males and females or wild type males and females were crossed. KO or WT progeny were housed alone with their mother. Males and females were weighed and data pooled due to difficulties in determining sex at early time points. Weights were the same for WT and KO mice at Day 4. However, at Days 10 and 18, these mice also displayed a 25% reduction in weight (2 litters, 9 total knock out, 15 total wild type).

**Figure 3:**
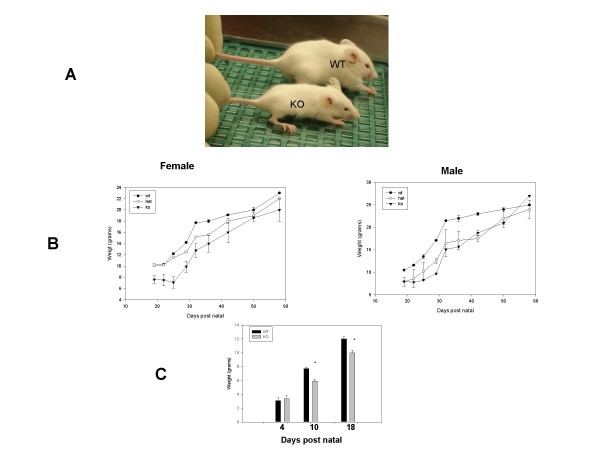
**Growth retardation of Ebp1^-/- ^mice**. A. Photograph of wild type and Ebp1^-/- ^male littermates at Day 30. B. Wild type, Ebp1^+/- ^and Ebp1^-/- ^littermates, derived from crosses of heterozygous parents, were weighed over a period of 60 days. Results are plotted as the mean body weight ± standard error of the mean. C. Wild type and Ebp1^-/- ^male and female mice, the progeny of crosses of homozygous animals, were weighed at the days indicated. Two litters each were weighed KO = 9 mice, WT = 15. (*p = .013 at Day 10, p = .02 at day 18).

### Macro and microscopic appearance of organs

To identify development defects and or pathological features, we examined the macro and microscopic appearance of a series of organs from adult Ebp1 mice. There were no gross morphological differences between the *Ebp1*^+/+ ^and *Ebp1*^-/- ^mice at 10 weeks of age. The examination of hematoxylin and eosin stained sections from organs revealed no histological changes in gut, kidney, lymph nodes, testes, liver, spleen, pancreas, skeletal muscle, lung, testis and ovaries. Peripheral blood counts and blood chemistries (including glucose, Bun, ALT, and Total Protein) were within normal limits. Glucose levels were 245 ± 24 mg/dl for knock-out mice and 233 ± 50 mg/dl for wild type mice.

### Proliferative behavior of MEFS

As Ebp1^-/- ^mice were small and the *Ebp1(pa2g4) *gene was originally identified as a proliferation associated gene, we examined the proliferative behavior of 12.5 day mouse embryo fibroblasts. Under the standard culture conditions used, the number of MEFs from *Ebp1*^-/- ^mice was lower at all the time points tested (Fig. 4A). In addition, we were able to propagate wild type MEFs for 5 passages, but *Ebp1*^-/- ^MEFs for only 3. A senescent morphology was observed at passage 3 for knock out MEFs (Fig. 4B).

**Figure 4:**
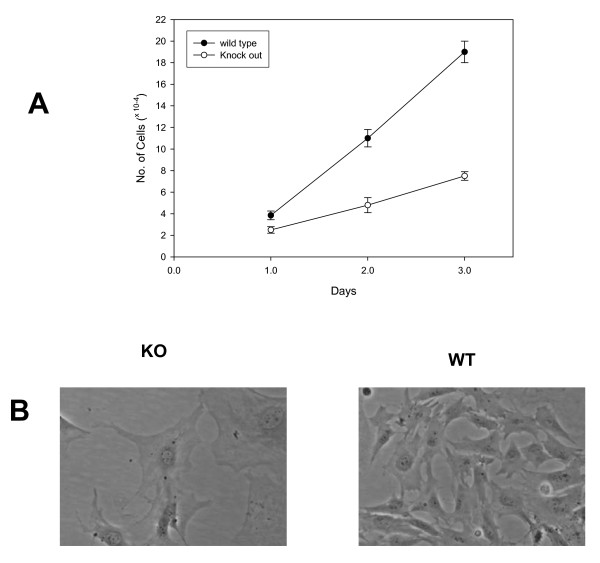
**Reduced cellular proliferation of MEFs from wild type and Ebp1 knock out mice**. A. MEFs were plated as described in the Materials and Methods and counted for 3 consecutive days. B. Morphological appearance of Ebp1 knock out (KO) and wild type (WT) MEFs after three passages.

### Target gene and global expression profiling in MEFs

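Pa2g4, the mouse gene that encodes Ebp1 and carries the gene trap, had a signal of 1835 intensity units in wild type MEFs and 1178 in Ebp1 knock out MEFs (log2 ratio of knock out over wild type -0.64). All 5 probe sets of Pa2g4 were lower in the knock out MEFs, with log2 ratios from -0.90 to -0.33, and they were also lower after median centring, quantile normalization and loess. The 4 that were over 100 in wild type MEFs stayed over 100, and the other was under 100 on both arrays. The trap in intron 2 has its own downstream promoter and splice donor (Fig. 1B), and where the probe sets lie along the transcript is not given in the sources used here.
RNA from MEFs of day 12.5 embryos was hybridized to 1 array per genotype, and both samples are labelled as passage 2. There is therefore no replicate check, and no error or p-value is given for any signal or ratio. The deposited values are linear signals made by the authors with MAS5, which scales each array to a constant target intensity. The mean signal without the lowest and highest 2% of probe sets was 250.0 on both arrays, and the median was 66.5 for wild type and 71.6 for knock out MEFs. Without the control probe sets, 45037 probe sets were measured, of which 7857 (17.4%) reached 500 intensity units on at least 1 array and 6618 did so on both. The ratio of 3' to 5' control signals of Actb was 1.29 on the wild type and 1.21 on the knock out array, and that of Gapdh was 0.949 and 0.800. The 9 hybridization spike-in probe sets were 1.31 times higher on the knock out array. The spread of the log2 ratios depended on the signal, with a standard deviation across probe sets of 1.24 at mean signals under 50 and 0.25 above 2000.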

To obtain additional information about the cellular pathways involved in the phenotype of the MEFs, we performed global expression profiling of matched 12.5 day MEFs. The expression data have been deposited with the GEO data base  as GSE13718. A total of 99 genes were changed more than two fold (500 expression units minimum). 

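In Ebp1 knock out MEFs the signal was lower for Lum, which encodes the collagen-binding proteoglycan lumican (619 in wild type and 103 in knock out MEFs, log2 ratio -2.58), for Sfrp1, a secreted Wnt antagonist (1008 and 218, -2.21), and for Dlk1, a transmembrane protein of preadipocytes (2215 and 481, -2.20). It was higher for Glipr1, which encodes a secreted protein of the CAP family (523 and 2225, 2.09), for the chemokine gene Cxcl5 (286 and 1063, 1.89), for the retinoic acid hydroxylase gene Cyp26b1 (203 and 699.6, 1.78) and for Ptgs2, which encodes cyclooxygenase-2 (1172 and 3418, 1.54). Glipr1 has another probe set, which was under 100 on both arrays. The epithelial adhesion gene Epcam was higher on a single probe set (174 and 1350.5, 2.96), while its other probe set was near background on both arrays (5.81 and 4.07). The others of the 10 largest in each direction were Grb14, Plac8, Topors, Rprm and Pdzd11, the last 4 with log2 ratios from 1.55 to 1.81 (another probe set of Pdzd11 was 578 and 681, 0.24), and Igfbp3, Cpxm2, Glrb, Xaf1, Nrep, Dcn and Lama4, the last at 1113 and 372, with Cpxm2 at a log2 ratio of -2.48.
Vgll3, a transcriptional cofactor gene, was bright in wild type MEFs at 2686 and had a signal of 14.3 in knock out MEFs, at least 26.9-fold lower when the low signal is set to 100. Chmp2b, which encodes a subunit of the ESCRT-III complex and is near Vgll3 on the chromosome, was at least 5.40-fold lower (540.4 and 23.0). Rtp4, an interferon-stimulated gene, was at least 7.13-fold lower, Depp1, a FOXO target gene, at least 6.67-fold lower, and Ackr2, which encodes a scavenging chemokine receptor, at least 5.05-fold lower.
With a signal of at least 500 on at least 1 array and a ratio over 2-fold, 129 probe sets were higher and 74 were lower in knock out MEFs, 203 in all (2.58% of those that reached 500). Counted as 1 probe set per gene symbol, the brightest one, 38 genes were higher and 53 lower. The balance between higher and lower depended on the scaling, with 94 higher and 106 lower after each array was centred on its median signal and 43 higher and 311 lower after scaling to the spike-ins, which was added after the data were seen. The higher ones stayed in excess with quantile normalization (140 and 70) and loess (140 and 72). Median centring moved the median of all log2 ratios by -0.11 and the spike-ins by -0.39. The median signal of each array was under 100, so median centring is set by dim probe sets. Probe sets with a mean signal under 50 had a median log2 ratio of 0.14, against -0.02 for those that reached 500.

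**Figure D1:**
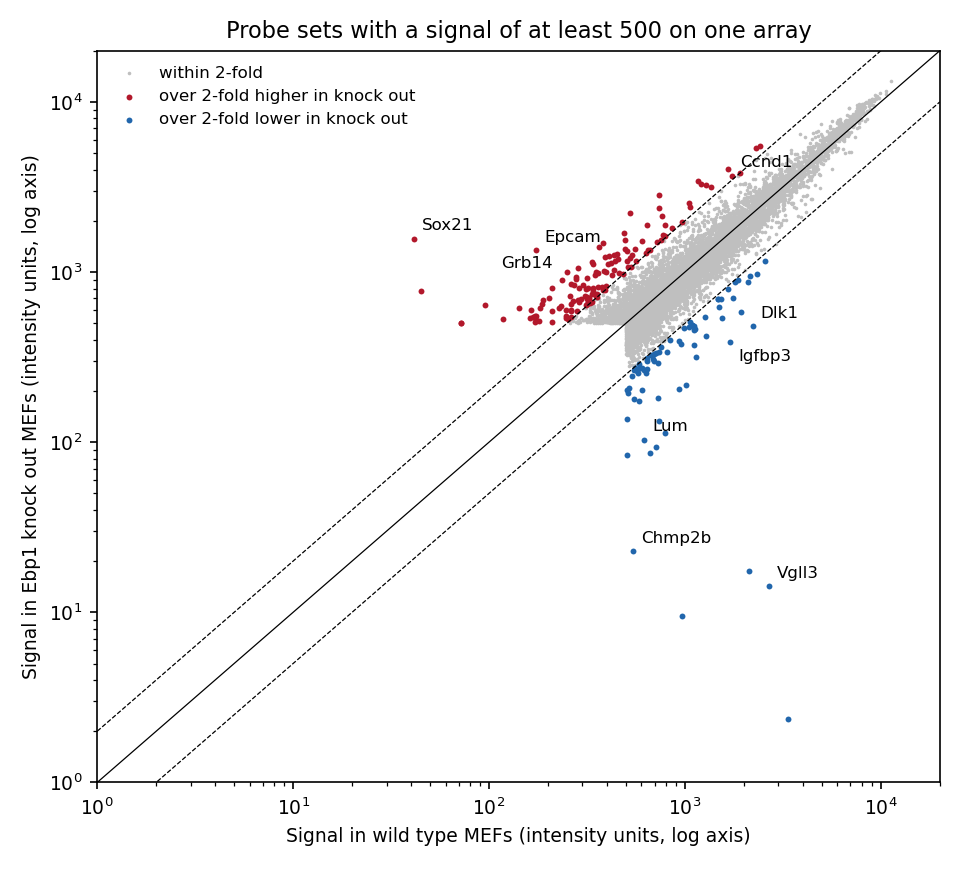
Signals of the 7857 probe sets with at least 500 intensity units on at least 1 array, wild type MEFs on the horizontal and Ebp1 knock out MEFs on the vertical axis, both logarithmic. Dashed lines mark a 2-fold ratio, beyond which lie 129 higher (red) and 74 lower (blue) probe sets under the deposited scaling (94 and 106 after median centring).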

Among the transcripts involved in growth regulation, we found that several members of the insulin, EGFR, Cyclin and MAPK families were significantly changed (Table 1). 

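In the Cyclin family, Ccnd1, which encodes Cyclin D1, was higher in Ebp1 knock out MEFs (1730.4 in wild type and 3694 in knock out MEFs, log2 ratio 1.09), and its 3 probe sets gave log2 ratios from 1.09 to 1.95. Of 12 genes of cyclins and their kinases that reached 500, Ccnd1 was the only one over 2-fold higher and none was over 2-fold lower on the brightest probe set. Their median of 0.01 was below 0 after median centring, quantile normalization and spike-in scaling, and with a minimum of 100 (14 genes, -0.10). With the mean over all probe sets their median was 0.24, with 3 genes over 2-fold higher. Cdkn2a, which encodes the cell cycle inhibitors p16Ink4a and p19Arf, was 109 and 435 (2.00) and stayed under 500 on both arrays. Mdm2, which encodes the ubiquitin ligase of p53, was 411 and 1246 (1.60) on the probe set matched to Table 1, and its brightest probe set gave a smaller log2 ratio of 0.51.
In the EGFR family, the ligand genes Hbegf (645 and 1355, 1.07) and Ereg (339 and 774, 1.19) were higher. The receptor gene Egfr was 771 and 416 (-0.89) on its brightest probe set, and 439.8 and 219.7 (-1.00) on a dimmer one, while another probe set of Egfr gave 495 and 496 (0.00). Among other growth factors, the neurotrophin gene Bdnf was 298 and 451 (0.60) on its brightest probe set and over 2-fold higher on its other one. The receptor gene Pdgfra was 506 and 201 (-1.33), with its other probe sets under 100 on both arrays, and Tgfb1 (-1.16) and Vegfd (-1.07), which encodes a lymphangiogenic factor, were also lower. Grb10, an adaptor that binds the insulin receptor, was 5159 and 5534 on its brightest probe set (0.10, below 0 after median centring and spike-in scaling) and 31.1 and 145 on a dim one.
None of 18 E2F and DNA replication genes was over 2-fold apart, and their median log2 ratio was -0.16, at percentile 9.80 among 10000 random lists matched on signal. None of 22 mitotic genes was over 2-fold apart either (median -0.20, percentile 5.26, with 18 of them below 0), and this list was outside the middle 95% of random lists under 3 of 9 alternative settings. The 4 genes of CDK inhibitors that reached 500, which leave out Cdkn2a, had a median of 0.10 (below 0 after median centring and spike-in scaling), and Cdkn1a, which encodes p21, had a log2 ratio of 0.12, which is below 0 after spike-in scaling.
Of the 12 genes of Table 1, 11 lay in the direction given there and 8 of these were over 2-fold apart, 7 of them with a signal of at least 500. Mdm2 is counted through the probe set matched to Table 1, while its brightest one was within 2-fold (0.51). Median centring left 6 genes over 2-fold, without Ccnd1 and Hbegf. Spike-in scaling left 7, with Ccnd1 at 1.63-fold and Hbegf at 1.60-fold but Igfbp4 over 2-fold, at a signed fold of -2.18. From these arrays the paper states that members of the insulin, EGFR, Cyclin and MAPK families were significantly changed, and it went on to examine Cyclin D1 (Fig. 5A, B).

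**Figure D2:**
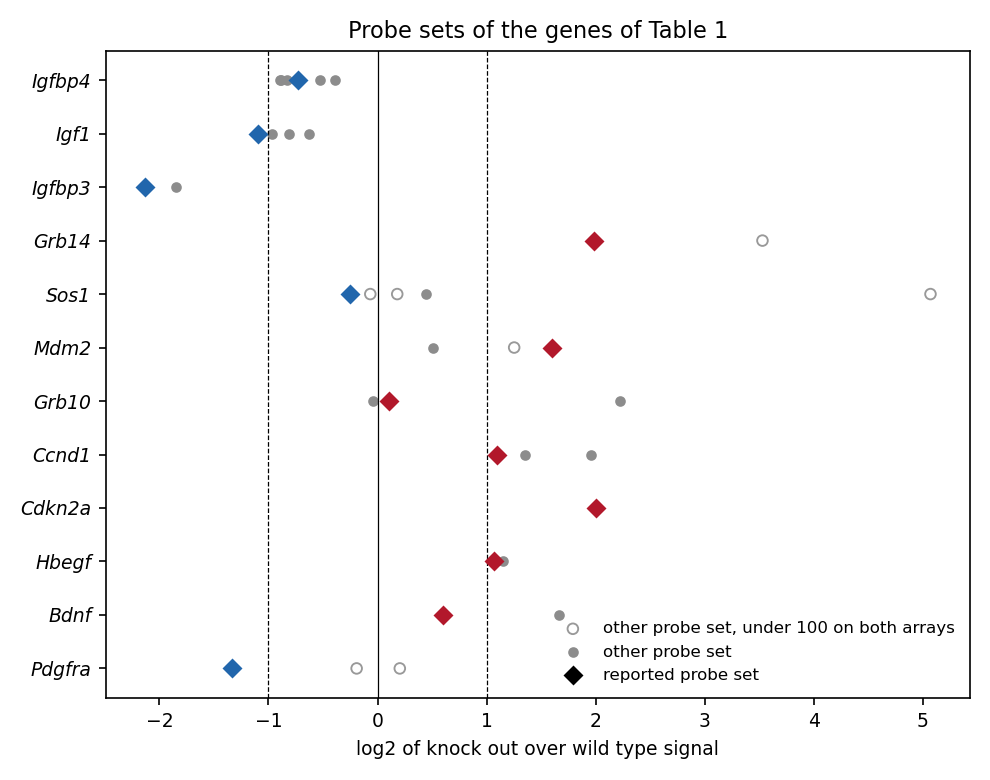
Log2 ratios of knock out over wild type signal for the 36 probe sets of the 12 genes of Table 1. Diamonds mark the probe set reported for each gene (blue lower, red higher), circles mark the others, and open circles were under 100 on both arrays. Probe sets of Sos1, Grb10 and Pdgfra lie on both sides of 0 under the deposited scaling.

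**Figure D3:**
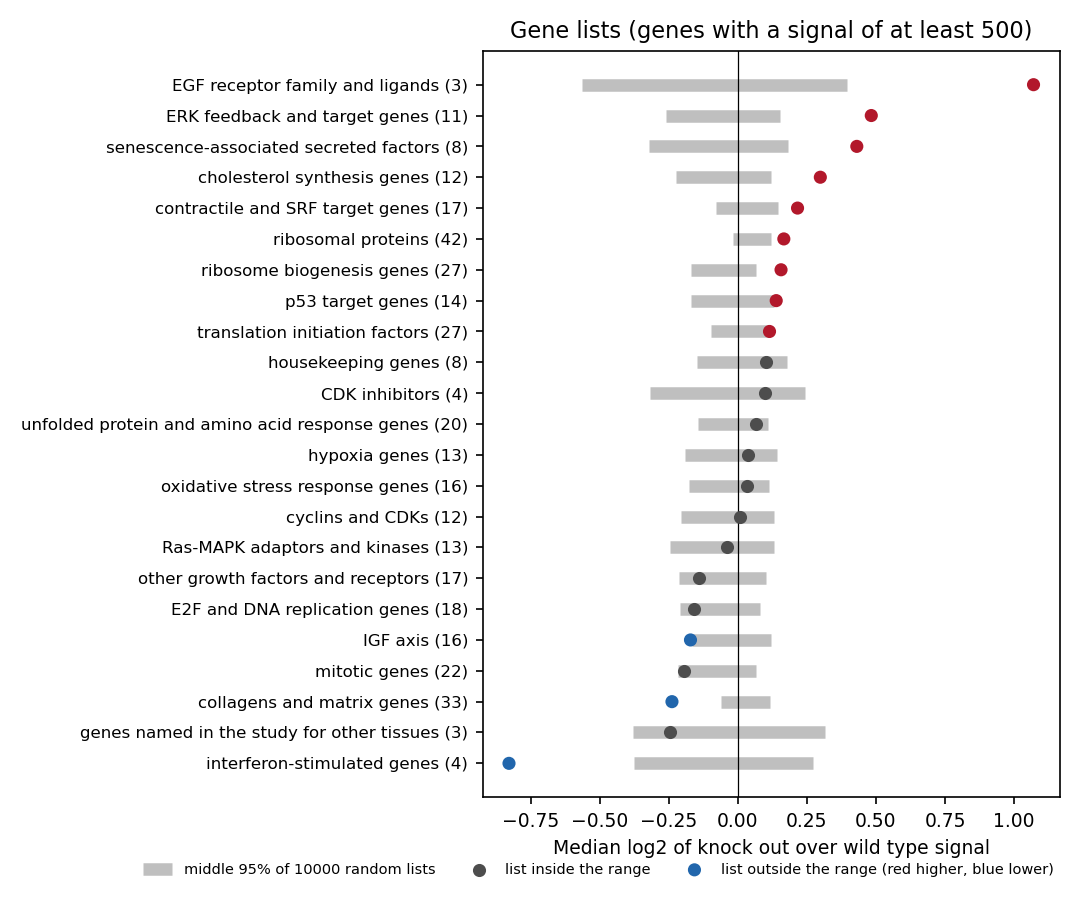
Median log2 ratio of each gene list with at least 3 genes that reached 500 (their number is in parentheses). Grey bars span the middle 95% of 10000 random lists of the same size matched on signal. Collagens and matrix genes lie below their bar and ERK feedback and target genes above it. With spike-in scaling 12 list medians change sign. Among lists outside their bar these are p53 target, ribosome biogenesis, contractile and cholesterol synthesis genes, translation initiation factors and ribosomal proteins, which turn negative. With this scaling these lists stayed above the middle 95% of random lists, at percentiles from 98.14 (p53 target) to 99.99 (cholesterol synthesis).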

To verify these findings, we first examined the expression of Cyclin D1 which has previously been shown to be repressed by ectopic expression of Ebp1 in human breast cancer cell lines [24,8]. We found by RT-PCR and quantitative PCR analysis that Cyclin D1 mRNA was increased (Fig. 5A, B). However, Cyclin D1 protein levels were equal in wild type and knock out MEFs reflecting the complex regulation of Cyclin D1 protein expression [25] (Fig. 5C).

**Table 1:** Expression of proliferation associated genes on Ebp1 knock out versus wild type MEFs

**Accession Number**	**Gene Name**	**Fold Change**	**P**
Insulin Family			

BB787243	insulin-like growth factor binding protein 4	-2	.0014
BG075165	insulin-like growth factor	-2	.0002
AV175389	insulin-like growth factor binding protein 3	-2.3	.0002
MAPK Signaling			
			
NM_016719	Grb14	+1.9	.0002
NM_009231	Son of sevenless homolog 1	+5.1	.0007
X58876.1	mdm2 protein	+2.5	.0004
AF022072	Grb-10	+2.2	.003
Cyclin Family			
			
NM_007631	cyclin D1	+2.1	.0007
NM_009877	cyclin-dependent kinase inhibitor 2A (Cdkn2a),	+3.2	.0004
Growth Factors and Growth Factor Receptors			
			
L07264	heparin-binding EGF-like growth	+2.2	.0001
NM_007540	brain derived neurotrophic factor (BDNF)	+3.0	.0002
AW537708	PDGF receptor, alpha polypeptide	-3.2	.003

**Figure 5:**
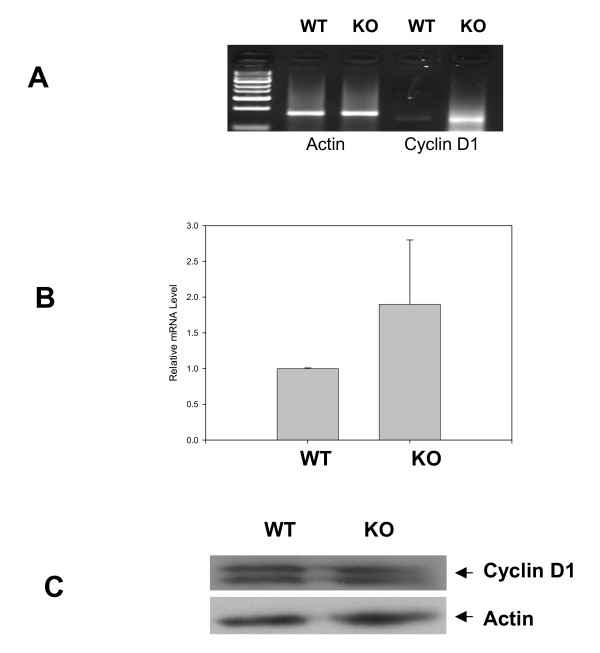
**Validation of differential Cyclin D1 expression in wild type and Ebp1 knock out MEFs**. A. Conventional PCR analysis of Cyclin D1 and actin mRNA in wild type and knock out MEFs. B. Real Time quantitative RT-PCR analysis of Cyclin D1 mRNA. The relative level of Cyclin D1 was normalized to β actin. Results are representative of 2 experiments using different sets of cells. C. Expression of Cyclin D1 protein in wild type and knock out MEFs. Lysates of *Ebp1 *knock out or wild type MEFs were resolved by SDS-PAGE and analyzed by western blotting with the indicated antibodies.

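Igf1, Igfbp3 and Igfbp4 were lower in Ebp1 knock out MEFs on each of their probe sets. Igf1, which encodes insulin-like growth factor 1, had a signal of 1475 in wild type and 692 in knock out MEFs (log2 ratio -1.09), and its 4 probe sets gave log2 ratios from -1.09 to -0.63. Igfbp3, which encodes the main carrier of IGF-1 in serum, was 1694 and 387 (-2.13), with -1.85 on its other probe set. Igfbp4, which encodes a binding protein that restrains IGF action, was 4432 and 2674 (-0.73), within 2-fold, and its 6 probe sets gave -0.89 to -0.39. These 3 genes were lower under each scaling tried.
The wider IGF axis went both ways. Of 16 genes that reached 500 among those of IGF ligands, receptors, binding proteins and proteins that signal from them, cleave them or bind their mRNA, a list that includes these 3 genes picked by the study from the same arrays, 11 were lower and 5 higher, with log2 ratios from -2.13 to 0.83. Igf1 and Igfbp3 were the only ones over 2-fold apart under the deposited scaling. Igfbp5, named after its values were seen, was just short of it on its brightest probe set (-0.99) and higher on a dimmer one. The members with the highest mean log2 signal were Igfbp2 (6478 and 6094, -0.09) and Igfbp7 (5523 and 7026, 0.35, or -0.04 after spike-in scaling). Igf2, named after its values were seen, was above Igfbp7 on the wild type array (6401 and 5269, -0.28). The median of the list was -0.17, at percentile 1.97 among random lists matched on signal, but it was inside the middle 95% with at least 500 on both arrays (-0.11, percentile 6.54) and with a minimum of 100 (percentile 2.97). Without the 3 genes picked by the study, a check added after the data were seen, the median of the other 13 was -0.09, at percentile 18.2 and thus inside that middle 95%.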

Three regulators of the insulin signaling pathway were also found to be significantly decreased. These include IGF-1, IGFBP-3 and IGFBP-4. The levels of IGF-1 were measured by ELISA in conditioned media derived from wild type and knock out MEFs. The concentration of IGF-1 in conditioned media from 3 day cultures of MEFs was 305 ± 25 pg/ml for knock out cells and 480 ± 32 pg/ml for wild type MEFs.

### Alterations of EGF-regulated signaling pathways

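Grb14, which encodes an adaptor that binds activated insulin and growth factor receptors, was higher in Ebp1 knock out MEFs, with a signal of 251 in wild type and 996 in knock out MEFs (log2 ratio 1.99). Its other probe set was under 100 on both arrays and lay in the same direction. Sos1, which encodes the exchange factor that activates Ras, was 718 and 601 on its brightest probe set (-0.26). Its probe sets lay on both sides of 0. The next brightest was 129.7 and 177 (0.44), and the one that differed most was near background on both arrays (0.729 and 24.5).
Of 11 ERK feedback and target genes that reached 500, of which 3 did so on the knock out array only, 9 were higher and 2 lower, and the median log2 ratio was 0.48, above that of all 10000 random lists (percentile 100). The list was outside the middle 95% under each of 9 alternative settings, with its lowest median, 0.09, after spike-in scaling. With a minimum of 100 the median of 19 genes was smaller, at 0.19. Of the genes this adds, named after their values were seen, Dusp6 (-0.03), Spry2 (-0.09), Spry4 (-0.14), Fos (-0.33) and Egr2 (-0.74) were lower. The others added, Dusp4 (0.86), Dusp5 (0.92) and Etv5 (0.19), were higher. Fosl1, which encodes a subunit of the AP-1 transcription factor, was 315 and 695 (1.14), and Phlda1, a gene induced by growth factors, was 862 and 1805 (1.07). The brightest members were Hmga2, which encodes a chromatin protein (4646 and 6645, 0.52), and the immediate early gene Egr1 (3370.4 and 3121, -0.11). The 13 adaptors and kinases of the Ras-MAPK pathway that reached 500 had a median of -0.04 (percentile 57.1), with Grb14 over 2-fold higher and none over 2-fold lower. With the mean over all probe sets the median was 0.20 (percentile 93.6), with 2 genes over 2-fold higher, 1 of them Sos1 through a probe set near background. Ptpn11, the brightest of them after Grb10 and the gene of the phosphatase SHP2, had a log2 ratio of -0.04.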

Our microarray data indicated that two members of the MAPK signal transduction pathway, SOS1 and Grb14 were upregulated in knock-out as compared with wild type MEFs. We verified by Western blot analysis that SOS was increased in Ebp1 knock out MEFs as compared with wild type cells (Fig. 6A). We therefore tested if the cellular response to EGF would be changed in Ebp1 knock out MEFs. Murine MEFs are known to express EGFR and EGFR mRNA expression was not changed in Ebp1 knock outs (data not shown)[26]. Cells were treated with EGF (20 ng/ml) for the times indicated and MAPK activation assessed by detection of phosphorylated MAPK by Western blot analysis. The results indicated that both wild type and knock out MEFs could respond to EGF stimulation as evidenced by phosphorylation of MAPK. However, MAPK was basally phosphorylated only in knock out MEFS (Fig. 6B). EGF-induced AKT phosphorylation in wild type and knock out cells was also determined using a phospho specific AKT antibody. The response to EGF was equivalent in wild type and knock out cells (Fig. 6C).

**Figure 6:**
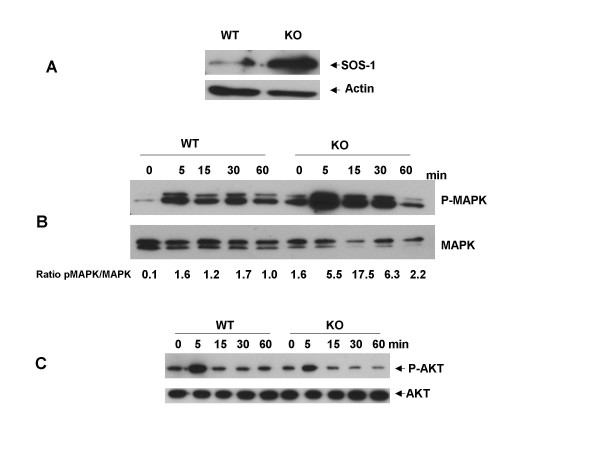
**Activation of kinase cascades in Ebp1 wild type and knock out MEFs**. A. The expression of SOS-1 in logarithmically growing wild type and knock out MEFs was measured by Western blot analysis for SOS-1 and actin as indicated. B. WT and KO MEFs were serum starved for 24 hours and then stimulated with EGF (20 ng/mL) for the indicated times. Cells were lysed and Western blot analysis performed to examine the activation states of MAPK (B) and AKT (C) using phospho specific antibodies directed against each protein. The expression of total MAPK and AKT was also measured as indicated. MAPK blots were analyzed by densitometry using Image-J software. Results presented in Panel B underneath each lane are the ratios of pixel densities of the pMAPK to MAPK bands.

### Changes in expression of proliferation associated genes in adult target tissues

Previous *in vitro *work with Ebp1 has used breast and prostate cancer cell lines derived from adults. In these tissues, the expression of Cyclin D1[24], AGR2 [27] and androgen receptor [14] have been shown to be regulated by Ebp1. We therefore examined expression of these genes in adult mammary and prostate epithelium. We found that in mammary epithelial cells, Cyclin D1 protein levels were not changed in knock out mice as compared to wild type (data not shown). However, the phosphorylation of AKT was greatly increased in Ebp1^-/- ^mammary tissue (Fig. 7A). In prostate cancer cell lines, the expression of the androgen receptor and the metastasis associated protein AGR2 has been demonstrated to be decreased by ectopic expression of Ebp1. We found that AGR2 mRNA (Fig. 7B, right panel) and protein (Fig. 7B, middle panel) expression and AR protein expression (Fig. 7B, right panel) were increased in prostates of Ebp1 knock out mice as compared to age matched controls.

**Figure 7:**
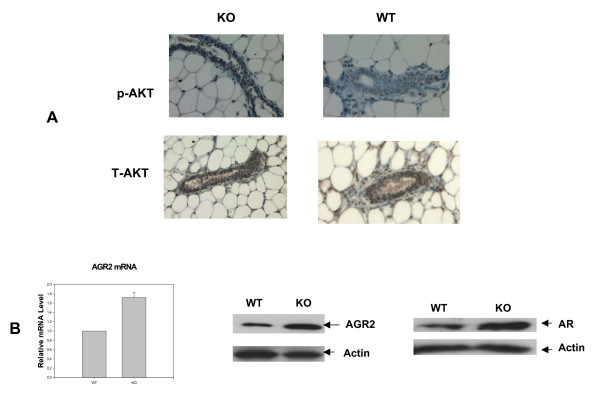
**Changes in expression of Ebp1 target genes in adult tissue**. A. Number 4 mammary glands were isolated from 10 week old wild type (WT) or Ebp1 knock out (KO) mice. Immunohistochemical analysis was performed for phospho AKT (p-AKT) or total AKT (T-AKT) as indicated. B. Expression of AR and AR regulated genes in prostates. The expression of AGR2 in the anterior prostates of age matched wild type and Ebp1 knock out mice were measured by real-time PCR (left panel) or Western blot (middle panel) analysis. AR levels were measured in lysates of anterior prostates by Western blot analysis (Right panel).

Finally, based on data from MEFs, we examined serum levels of IGF-1 from age matched wild type and knock out mice by ELISA assays. IGF-1 was reduced to 66% of wild type levels in serum of 6 month old mice (Fig. 8A). In addition, Western blot analysis of adult liver and kidney (3 month old mice) indicated that IGFBP-3 was reduced in knock-out versus wild type organs (Fig. 8B).

**Figure 8:**
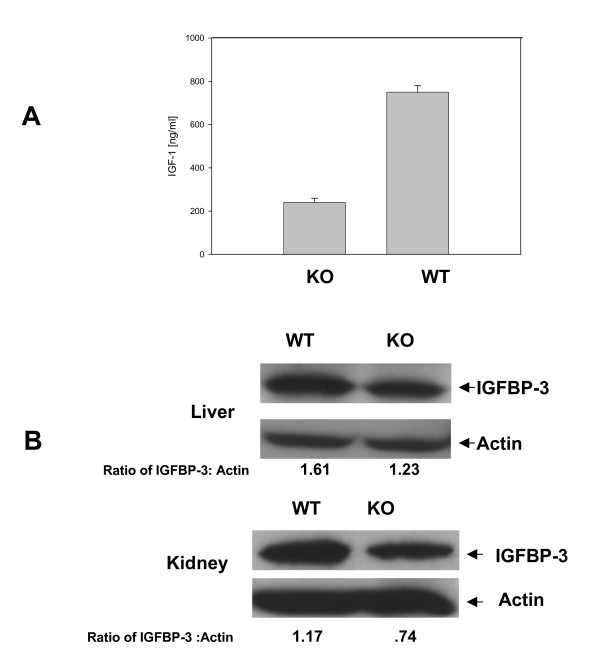
**Alterations of insulin signaling pathways in adult Ebp1 knock out mice**. A. Serum IGF-1 as measured by ELISA. IGF-1 levels in serum from Ebp1 knock out and wild type mice were assessed by ELISA as described in the Materials and Methods. B. Liver and kidneys of 3 month old wild type (WT) and knock out (KO) mice were analyzed by Western blotting for expression of IGFBP-3 or actin as indicated. Blots were analyzed by densitometry using Image-J software. Results presented underneath each lane are the ratios of pixel densities of IGFBP-3 to actin bands.

## Discussion

To characterize the physiological role of Ebp1, we generated Ebp1 deficient mice exhibiting a gene trap introduced into intron 2 of the *Ebp1 *gene. The gene trap leads to deletion of all but the first 20 amino acids of Ebp1 which have no biological function on their own. The most striking feature of the Ebp1^-/- ^phenotype was the small size of the mice. It is of interest to note that inhibition of expression of the potato homologue of Ebp1 also results in a dwarf phenotype [4]. *Ebp1*^-/- ^pups were on average 25% smaller than their wild type and heterozygous littermates until Day 30, the approximate onset of puberty. Mice were well proportioned with no skeletal abnormalities other than a kinky tail in approximately 1/3 of the mice. An unusual feature of our *in vivo *analysis is the fact that the reduced weight was recovered after the prepubescent stage, while Ebp1 is still normally transcribed and translated and therefore likely to have a regulatory role. Although we are unable to explain the mechanism underlying this recovery, we report this observation as a possible example of temporal restricted competence in growth regulation of specific cell types by Ebp1. This phenotype is similar to that observed for the OTX 1 gene, a homeobox containing gene that *in vitro *activates transcription of GH, FSH, and LH [28].

It is of interest that the phenotype of Ebp1 knock out animals also resembles that of the *IMP1 *knock out mice [29]. IMP1 belongs to a family of RNA binding proteins implicated in mRNA localization, turnover, and translational control. These mice also exhibit a dwarf phenotype with reduced proliferation of knock out MEFs. In these mice, growth retardation is related to a hypoplastic small intestine. In contrast, Ebp1 mice exhibit a transient dwarfism and their intestines are both grossly and histologically normal at 10 weeks. However, we were unable to assess intestinal anatomy and histology at earlier time points, and it remains possible that abnormalities occur when the weight differences are most marked. Ebp1 has also been shown to be an RNA binding protein with a sigma- 70 like motif. This motif has been identified as a new RNA binding domain unique to the superfamily of Imp4 or Brix proteins that are required for ribosome biogenesis [30]. A role for Ebp1 in ribosomal biogenesis is supported by studies indicating its localization in the nucleolus, its association with 5 S ribosomal RNA, and its complexing with proteins such as B23 which are involved in ribosome processing[19]. Whereas the significance of RNA binding proteins in spatial and temporal control of gene expression during development is evident in invertebrate organisms, the function of RNA binding proteins during mammalian development is less clear. With the exception of FMRP, Dazla, and Nova-1, which are associated with mental retardation, azospermia, and neuronal viability respectively [31-33], the majority of the mammalian RNA binding proteins are constitutively expressed and exhibit a relative broad RNA-binding specificity. Further work is needed to uncover the role that Ebp1's RNA binding activity has in the development of this phenotype and the target RNAs that specifically interact with Ebp1.

The molecular pathways leading to dwarfism are likely to involve several mechanisms. As reduced growth was manifested in the MEFs from Day 12.5 embryos, we used these cells to measure changes in gene expression associated with loss of Ebp1. Global gene expression analysis indicated that expression of IGF-1 and the IGF binding proteins IGFBP3 and 4 was decreased. The *in vivo *growth promoting role of the IGFs has been demonstrated conclusively from the dwarfing phenotypes observed after targeted mutagenesis of the mouse *Igf1 *and *Igf1r *genes. [34]. IGF-1 functions both during embryonic and post natal development. IGF-1 mutants exhibit a birth weight that is 60% of normal and the difference between their size and that of wild type mice increases progressively with age [35]. The Ebp1 phenotype is not as severe as that observed in IGF-1 deficient mice. The function of IGFBPs in cell growth is more complex. However, one role is to sequester and stabilize IGF-1 [36]. Thus, decreases in IGFBPs may result in destabilization of IGF-1 and may be partially responsible for lower levels of serum IGF-1.

We found that MAPK was constitutively phosphorylated in MEFs derived from knock out mice. This constitutive phosphorylation was associated with the overexpression of SOS-1, an upstream activator of the Ras -MAPK signal transduction pathway. It is possible that overexpression of SOS-1 led to increased basal phosphorylation of MAPK. In contrast, both the basal and HRG-induced activation of the MAPK pathway is increased in *EBP1 *transfected breast cancer cell lines [11]. The reasons for these apparently discordant findings may be related to the ligand used, the differential expression of ErbB receptors in breast cancer cells versus fibroblasts, and the cellular background.

We have previously shown that inhibition of Ebp1 expression results in increases in phospho AKT in human breast cancer cell lines, whereas ectopic expression of *ebp1 *inhibits HRG induced AKT activation [15]. Here, we found that Ebp1 had no effect on AKT phosphorylation after EGF stimulation of MEFs. However, AKT was constitutively phosphorylated in mammary epithelial cells of knock-out mice. The mechanism of the increase in AKT phosphorylation is unclear. Paradoxically, Ahn et al [16] have shown the binding of Ebp1 to nuclear AKT increases AKT phosphorylation [37] in PC-12 neuronal cells. It is not known if Ebp1 binds AKT in normal mammary epithelial cells or affects its phosphorylation. These studies point up the importance of tissue context in the activation of specific signaling molecules. As activation of AKT is important in development of mammary adenocarcinoma [38], we are currently monitoring breast tumor incidence with age in Ebp1 knock out mice. We have not yet seen increased tumor incidence in a small cohort of mice that have been carried until one year.

Finally, our laboratory has demonstrated that ectopic expression of *Ebp1 *results in decreased expression of AR and AR target genes and inhibition of growth of prostate cancer cells both *in vivo *and *in vitro *[14]. In the current study, deletion of the *Ebp1 *gene led to increased expression of AR in prostates of adult mice and upregulation of the metastasis associated gene *AGR2*. AR plays a key role in the development and progression of prostate cancer, and we anticipate that the *Ebp1 *knockout mouse may have a hyperactivated AR signaling axis that may result in increased incidence of prostate cancer. Also with regard to prostate cancer, decreased expression of IGFBP-3 is correlated with increased risk of developing prostate cancer[39]. Western blot analysis verified that *Ebp1 *knockout led to reduced protein levels of IGFBP-3 in liver and kidney. We were unable to detect IGFBP-3 in prostates of either wild type or knock out mice, but studies are ongoing to assess if there are changes in IGFBP-3 expression in the prostates of knock out mice. We are also monitoring the incidence of prostate cancer of the Ebp1^-/- ^mice as they age. Nevertheless, current studies, together with our previous reports, strongly suggest that Ebp1, as an endogenous regulator of ErbB-AR crosstalk, may regulate expression of a series of genes that are involved in aggressive prostate cancer growth.

## Conclusion

In summary, although Ebp1 appears to be dispensable for prenatal development, loss of Ebp1 affects post-natal growth. This growth delay may be related to changes in IGF-1 and IGFBP levels and to changes in key components of cellular proliferation pathways. Of interest, two genes involved in prostate cancer progression, androgen receptor and AGR2, are increased in prostates of Ebp1 knock out mice. Our Ebp1^-/- ^mouse line represents a new *in vivo *model to investigate Ebp1 function in the entire organism.

## Methods

### Gene trap insertion in ES cells and generation of Ebp1^-/- ^mice

Embryonic stem (ES) cells (129/SvEvBrd) with a retroviral gene trap vector insert (VICTR20) into the Ebp1 locus (Omnibank no. OST 186047) were generated as described previously [23] (Lexicon Genetics, Woodlands TX). The location of the gene trap insertion was determined by sequence analysis. The *Ebp1 *targeted ES cells were microinjected into C57BL/6 albino blastocysts, followed by transfer to a foster mother (C57Bl/6) to generate chimeric animals. Chimeric males were mated with C57Bl/6 albino females, and F1 agouti pups were analyzed for the presence of the transgene by PCR analysis of 100 ng of tail genomic DNA with the following primers to detect mutant and wild type Ebp1 : For the mutant gene primers directed against viral LTR2 (Forward):AAATGGCGTTAAGCTAGCTTGC: and Reverse 5'CCTTTAATCCCAGCACTCTGGAACG3'. For wild type Ebp1 Forward PCR5'TAGAGCCTCTACAGTGTTTTGAGG3' and Reverse 5'CCTTTAATCCCAGCACTCTGGAACG3'. For approximate positions of primers see Fig 1. PCR amplification of wild type Ebp1 sequences leads to a 308 bp product. Amplification of LTR2 and Ebp1 lower leads to amplification of a 253 bp product to detect the insert LTR2. Heterozygous *Ebp1*^+/- ^mice were crossed to obtain homozygous *Ebp1*^-/- ^mice. The strain was maintained on a 50% C57BL/6–50% 129SvEvBrd background. The mice were bred on a 10 hour light:14 hour dark cycle and had free access to drinking water and standard chow. All mice were generated and maintained in accordance with institutional guidelines approved by the University of Maryland Baltimore Animal Care and Use Committee.

### Isolation of Mouse Embryo Fibroblasts (MEFS) and proliferation assays

Embryos (12.5 days)were minced and incubated in 0.25% trypsin and 5 U of DNAse I for 37°C for 30 min. Dulbecco's MEM supplemented with 10% fetal bovine serum and penicillin and streptomycin were added to the cell suspension and cells centrifuged at 1000 rpm for 10 min. The pellet was resuspended in medium and cells were grown in MEM and passaged by trypsinization. Cell proliferation was measured by plating MEFs from each genotype at a density of 2 × 10^4 ^cells per 35 mm dish. Viable cells were counted by Trypan blue exclusion using a hemocytometer. Cells were used in passage 2 and 3. For EGF stimulation experiments, passage 2 MEFs were plated in 6 well plates in complete media. Cells were serum-starved overnight and then stimulated for the indicated times with EGF (Sigma, St. Louis, MO) at 20 ng/ml.

### Microarray Analysis

First and second strand cDNA were synthesized from 5–15 μg of total RNA at Genome Explorations (Nashville, TN) using the SuperScript Double-Stranded cDNA Synthesis Kit (Gibco Life Technologies) and an oligo-dT_24_-T7 (5'-GGC CAG TGA ATT GTA ATA CGA CTC ACT ATA GGG AGG CGG-3') primer according to the manufacturer's instructions. cRNA was synthesized labeled with biotinylated UTP and CTP by in vitro transcription using the T7 promoter coupled double stranded cDNA as template and the T7 RNA Transcript Labeling Kit (ENZO Diagnostics Inc.). The fragmented cRNA was hybridized to U133A oligonucleotide arrays (Affymetrix) containing ~33,000 full length annotated genes together with additional probe sets designed to represent EST sequences. The arrays were then stained with phycoerythrein conjugated streptavidin (Molecular Probes) and the fluorescence intensities were determined using a laser confocal scanner (Hewlett-Packard). The scanned images were analyzed using Microarray software (Affymetrix). Sample loading and variations in staining were standardized by scaling the average of the fluorescent intensities of all genes on an array to constant target intensity for all arrays used. The signal intensity for each gene was calculated as the average intensity difference, represented by [E(PM - MM)/(number of probe pairs)], where PM and MM denote perfect-match and mismatch probes. Data Analysis was conducted using Microarray Suite 5.0 (Affymetrix) following user guidelines. Only genes with a mimmum expression level of 500 were included in this analysis. Genes whose expression varied more than two fold with a p value of < 0.05 were considered to be significantly different between the two cell lines.

### Real Time Quantitative Reverse-Transcription and Conventional PCR Analysis

The method of Nakanishi et al [40]was used as previously described. Real-time quantitative RT-PCR was performed on the LightCycler (Roche) platform to determine relative mRNA levels of genes under study. The following forward and reverse primers were selected using Primer Express software and synthesized by the Core Laboratory of University of Maryland School of Medicine: Ebp1, sense: 5'-GCACGCCAATAGAAGG-3'and antisense: 5'-GTAAACGGCATGGCATC-3', β-Actin, sense: 5' GCT ATC CAG GCT GTG CTA TC-3' and antisense TGT CAC GCA CGA TTT CC-3', Cyclin D1, sense 5'-GCAGCACCCGGTCGTTGAGGA-3' and antisense:5'-TCCGGAGACCGGCAGTACA-3', AGR2, sense: 5' ATTGGCAGAGCAGTTTGTCC and antisense: 5'GAGCTGTATCTGCAGGTTCGT[41]. A SYBR Green PCR Kit was used (Applied Biosystems, Foster City, CA) and the analyses were performed in duplicate or triplicate in a total volume of 15 μl including 0.9 μl of 25 mM MgCl_2_, 1.5 μl SYBR Green I, 0.3 μl Enzyme Mix, 0.75 μl of each primer (50 ng/μl) and 2 μl of cDNA synthesized with random hexamers. Target mRNA values were normalized using β-actin mRNA as an internal control. The relative quantitation of gene expression was performed using the comparative ΔΔC_t _(threshold method) using β-actin as an internal control [42].

Conventional PCR analysis was performed as previously described [2]. PCR products were visualized on 1.2% agarose gels stained with ethidium bromide.

### Western Blot Analysis

Briefly, total cell extracts were prepared by direct lysis of cells with buffer containing 50 mM Tris-HCl (pH 7.4), 1 mM EDTA, 250 mM NaCl, 1% Triton X-100, 0.5 mM DTT and 1 mM PMSF. Proteins concentrations were measured using a detergent compatible kit (BioRad, Hercules, CA). Proteins were resolved by SDS-PAGE and analyzed by Western blotting as described [6]. The Ebp1 antibody was from Upstate (Lake Placid, NY), Cyclin D1, IGFBP-3, SOS-1 and Androgen Receptor antibodies from Santa Cruz (Santa Cruz, CA), the phospho AKT and AKT antibodies from Cell Signaling (Beverly, MA), the phospho MAPK and MAPK from Promega (Madison, WI), the AGR2 antibody from Dr. Charles Young, Mayo Clinic[43], and the polyclonal antibody to actin from Sigma (St. Louis, MO). Images were quantified using IMAGE-J software (NIH).

### Measurement of IGF-1 levels

IGF-1 levels in serum and conditioned media were determined using an IGF-1 ELISA kit from R&D Systems (Mpls, MN) as directed by the manufacturer. For conditioned media preparation, passage 2 MEFs were plated at a density of 2 × 10^4 ^cells per 35 mm dish in 3 ml of complete media. Media were collected 3 days later.

### Immunohistochemical staining

Mammary glands (#4) were excised and fixed in 10% buffered neutral formalin. Sections of formalin-fixed, paraffin-embedded tissues were cut to 5 μm. Slides were stained with Cyclin D1, phospho AKT and total AKT antibodies [43]diluted 1:100 using the standard avidin-biotin method (Vecta-Stain Kit, Vector Labs, Burlinghame, CA) with Harris hematoxylin as a counterstain.

### Statistical Analysis

Data were analyzed using a two-tailed Students t-test and a p < 0.05 was deemed statistically significant.

## Authors' contributions

YZ conceived the study, carried out animal breeding and weight and PCR analysis, performed Western blot and microarray assays and edited the manuscript. YL carried out PCR analysis, immunohistochemical and western blot analysis. HZ collection and assembly of data; HZ performed Western blot analysis, qRT-PCR analysis and participated in the microarray studies. M-HL participated in design of the study and development of PCR analysis for detection of the gene trap insertion. ZL participated in the design of the study and performed the statistical analysis. BH conceived the study, participated in its design and coordination, and helped draft the manuscript. AWH conceived the study, carried out proliferation and ELISA assays, participated in mouse breeding and weighing and drafted the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

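MEFs from day 12.5 embryos of wild type and Ebp1 knock out mice were measured on 1 array per genotype. The deposited table holds 1 signal per probe set and array, in linear intensity units, which the authors made with MAS5 and scaled to a constant target intensity. The paper's methods name Microarray Suite 5.0, and the detection calls and the p-values of the change were not used here. The probe set identifiers are those of a mouse array. Of 45037 probe sets left after the control probe sets were taken out, 34945 were assigned to 1 gene symbol, 932 to several and 9160 were unnamed here, with 34741 Entrez identifiers found in the reference. Leaving out the control probe sets was decided after the data were seen, and it did not change the count of 203.
The main comparison was the ratio of the knock out to the wild type signal, given as log2. A probe set was counted as higher or lower when it reached 500 on at least 1 array and its ratio was over 2-fold. For a gene with several probe sets, the 1 with the highest mean log2 signal was used. For the genes of Table 1 it was the brightest probe set matched to the accession printed there, which was found for 10 of 12 genes, and otherwise the brightest of the gene. Signals under 100 were treated as low, and a fold against such a signal is a bound computed with the low signal set to 100. No test was run, since 1 array per genotype has no spread between replicates.
Gene lists for growth factor signaling, the cell cycle, matrix and contractile genes, stress, lipid and ribosome synthesis and the cell types of an embryo culture, the settings above and all alternatives except those named as added were fixed before the data were examined. For each list, the genes that reached 500 were counted and their median log2 ratio was placed among 10000 random lists of the same size matched on mean signal in 10 bins. Such a percentile describes these arrays only. A list was called outside when it lay under percentile 2.5 or over 97.5.
The genes named are all genes of Table 1, Pa2g4 and other genes the study names. They also include the 10 genes with the largest positive and the 10 with the largest negative log2 ratio among genes with at least 100 on both arrays, at least 500 on 1 array and no probe set of at least 500 in the other direction. Of genes under 100 on 1 array, up to 5 per direction qualified, those brightest on the other array. Of each list, up to 4 genes over 2-fold apart and the brightest others were included. Not every gene this rule covers is reported here. The values in Table 1 had been read by then. Any gene outside this rule was chosen after its values were seen, and this is said where it is named, apart from the other probe sets of named genes.
The steps were tested on simulated data with 200 altered genes, where 100% of 4-fold and 97% of 3-fold differences were recovered, a list of 20 genes shifted by 0.5 was placed at percentile 100 and an unshifted list at 37.3. The alternatives were median centring, quantile normalization, loess on signal, signals raised to 500, 50 added to each signal, other minimum signals and fold thresholds, 1 probe set per symbol, probe sets without the suffixes _x_at and _s_at, and the mean over all probe sets of a gene. Scaling to the spike-ins, the probe set nearest to the value in Table 1, lists without the genes of Table 1, epithelial markers with signals raised to 100 and counting the control probe sets were added after the data were seen. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 (loess fraction 0.3), scipy 1.17.1 and matplotlib 3.10.9. Gene names and neighbours were taken from the annotation of GRCm38.p6.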

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

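Sox21 and Slco4a1, which the paper does not discuss, are listed here because they were under 100 on the wild type array and over 500 on the knock out array. Neither was the subject of a test. Sox21, a gene of a transcription factor of neural progenitors, had a signal of 41.3 in wild type and 1572 in Ebp1 knock out MEFs, at least 15.7-fold higher, while its other probe set was under 100 on both arrays (29.8 and 23.7). Slco4a1, which encodes an organic anion transporter, had 71.8 and 501, at least 5.01-fold higher, and its other probe set also was higher, at 44.8 and 769.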

How the results depend on the processing

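Scaling to the spike-ins and the probe set nearest to the value in Table 1 were chosen after seeing the data. A log2 ratio was taken as moved when it differed by over 1.5-fold, and a count when it was not within 1.5 times the main one. Of 731 values of single genes under the alternatives 57 moved, among them 26 of 101 with signals raised to 500 and 24 of 101 with the mean over all probe sets. The sign changed for 52 of the 731, 27 with spike-ins, all from log2 ratios within 2-fold, and among these were Sos1 and Grb10. The 5 probe sets of Pa2g4 remained lower under all scalings run. The count of 203 probe sets over 2-fold (129 higher, 74 lower) was 88 (57 and 31) with signals raised to 500, 51 (35 and 16) with at least 500 on both arrays, 132 (42 lower) with a mean of 500, 7987 (4651 and 3336) with no minimum, 1083 (699 and 384) with a minimum of 100, 88 (57 and 31) with a minimum of 1000, 91 (38 higher) with 1 probe set per symbol, 59 (37 and 22) at a threshold of 3, 775 (424 and 351) at a threshold of 1.5 and 354 (43 and 311) with spike-ins. It was 200 to 212 under the other scalings, 167 with 50 added and 169 without the suffixes _x_at and _s_at. Of the 12 genes of Table 1, 8 were over 2-fold in the direction given there (7 of them with at least 500) and 5 with signals raised to 500, where Grb14 was 0.99. With the mean over all probe sets Grb14 was 2.76 and Sos1 1.07, which rests on a probe set near background, and Sos1 was 0.44 on the probe set nearest to Table 1. Of 204 list medians 28 changed sign, 12 of them with spike-ins and 6 with median centring. Among lists outside the middle 95% of random lists 6 did so, all with spike-ins, to -0.25 for p53 target genes, -0.24 for ribosome biogenesis, -0.28 for translation initiation, -0.18 for contractile genes, -0.093 for cholesterol synthesis and -0.23 for ribosomal proteins, since this scaling lowers each log2 ratio by the same amount. Counts under another minimum or threshold differ by construction, and for the others the cause was not tested. No paired analysis was possible because there is 1 array per genotype. Low signal limits the ratios, as 57.9% of probe sets on the wild type and 57.1% on the knock out array were under 100.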

Differences from the paper's values

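The paper reports 99 genes changed more than 2-fold, and 203 probe sets met its minimum and fold without its p-value, which was not used here. Of the alternatives set before the data were examined, 88 (signals raised to 500 or a minimum of 1000, which select the same probe sets), 91 (1 probe set per gene symbol) and 132 (mean of 500) lie within 1.5 times the paper's number, and the other alternatives run do not.
For Igfbp3 the paper's fold is -2.3 and the deposited signals gave -4.38, or -2.13 on the log2 scale. Only signals raised to 500 (-3.39) came within 1.5 times of the paper's value among the alternatives. For Grb14 the paper's fold is 1.9 and the signals gave 3.96, or 1.99 as log2, and only signals raised to 500 (1.99) came within that range. For Sos1 the paper's fold is 5.1 and the brightest probe set gave -1.19. No alternative came within 1.5 times, the mean over all probe sets giving 2.11 and the added choice of the nearest probe set 1.36. A probe set near background on both arrays (0.729 and 24.5), picked after seeing the values, has a log2 ratio near the paper's number, but signals this low carry no usable ratio, and the 2.11 rests on this probe set, so it is no test of the paper's value. For Grb10 the paper's fold is 2.2 and the brightest probe set gave 1.07. Only the mean over all probe sets (1.69) came within 1.5 times, and a dim probe set has a log2 ratio of 2.22, also picked after seeing the values. For Bdnf the paper's fold is 3 and the brightest probe set gave 1.51. The mean over all probe sets (2.19) came within 1.5 times, the other alternatives set before the data were examined did not, and the nearest probe set, chosen after seeing the values, gave 3.16, a choice that drops 1 of the 12 genes below 2-fold, Igf1, at -1.96.
These folds do not follow 1 scale. Of the 12 genes, 2 have a log2 ratio within 0.2 of the paper's value on the probe set reported here, and 7 have a fold within 1.5 times of it.
The paper states that Sos1 was upregulated, and the deposited signal of its brightest probe set was lower (log2 ratio -0.26), while the next brightest was higher (0.44). The paper also reports more SOS protein in knock out MEFs by Western blot, which these mRNA signals do not test. The paper states that Egfr mRNA was not changed, from data it does not show. On these arrays the brightest probe set of Egfr was lower (-0.89), as was a dimmer one (-1.00), and another was 0.00. The paper finds no Ebp1 mRNA in knock out MEFs by RT-PCR (Fig. 2A), and the array signal of Pa2g4 was 1178 in these cells. By Western blot the paper also finds no Ebp1 protein in them. The trap has its own downstream promoter and splice donor, and the positions of the probe sets are not given. Whether the array and RT-PCR read the same transcript was therefore not tested. The paper describes the genes of the Cyclin family in Table 1 as changed, and Ccnd1 was higher here too (1.09).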

Other observations

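The tests of single probe sets, of strain DNA and of low signals, that of longer cDNA, the lists without genes of Table 1 and the minimum of 100 used for marker genes and interferon genes were chosen after the result was seen.
Matrix genes were mostly but not uniformly lower in Ebp1 knock out MEFs, with 12 of 33 higher and 30 within 2-fold. Of 33 collagens and matrix genes that reached 500, 21 were lower, and the median of -0.24 was below that of every random list (percentile 0) and stayed negative under all 9 alternative settings. Lumican, the proteoglycan gene Dcn (1275 and 419, log2 ratio -1.61) and the microfibril gene Mfap4 (1554 and 538, -1.53) were over 2-fold lower, whereas the most abundant ones were not, with Sparc at 0.20 and Col1a2 at 0.26, both below 0 with spike-in scaling. Contractile and SRF target genes were mostly higher (16 of 17, median 0.22, percentile 99.9), among them Acta2 (0.26) and Ccn2 (0.40), with the list and Acta2 below 0 after spike-in scaling.
Of 8 secreted factors of senescent cells that reached 500, 6 were higher, with a median of 0.43 (percentile 99.99). Since 5 of them reached 500 on the knock out array only, this minimum favours higher genes, and with at least 500 on both arrays too few are left for a value. With a minimum of 100 the median of 12 genes was 0.31. Plaur, which encodes the urokinase receptor, was 419 and 1128 (1.43), and the chemokine gene Ccl2 was 0.60, while Plat, the gene of tissue plasminogen activator, was lower (-1.08) and Timp1 was -0.07. Cxcl5 and Ereg are members too. The 14 p53 target genes, Mdm2 among them, had a median of 0.14 (percentile 98.1, negative with spike-in scaling, and inside the middle 95% with the mean over all probe sets, at percentile 96.3), with none over 2-fold apart, and without Mdm2 they lie inside the middle 95% of random lists (percentile 95.3).
Genes of ribosome synthesis were slightly higher under the deposited scaling. The medians were 0.16 for 27 ribosome biogenesis genes (percentile 99.92), 0.17 for 42 ribosomal protein genes (percentile 100) and 0.11 for 27 translation initiation factors (percentile 97.7), each below 0 with spike-in scaling. Translation initiation factors were outside the middle 95% of random lists in 4 of 9 alternative settings and ribosomal proteins in 7 of 9, both inside it with quantile normalization. The nucleolar genes Ncl (0.44) and Npm1 (0.20, also below 0 with spike-ins) were the most abundant of the first list, and Rps6, measured by a dim probe set, was the only ribosomal protein gene over 2-fold higher. The 12 cholesterol synthesis genes had a median of 0.30 (percentile 99.98, below 0 with spike-ins, and inside the middle 95% with the mean over all probe sets, at 0.19 and percentile 92.3), with Fdps at 0.74 and Hmgcs1 at -0.32. Hypoxia (13 genes, 0.04, percentile 73.9) and unfolded protein response genes (20 genes, 0.07, percentile 89.1) lay inside the middle 95% of random lists. So did oxidative stress (16 genes, 0.03, percentile 81.9) and housekeeping genes (8 genes, 0.10, percentile 82.4). Hypoxia reached percentile 96.1 with a minimum of 100, and unfolded protein response 96.0 with loess. All of these medians were below 0 after median centring and spike-in scaling. Those of hypoxia and oxidative stress were also below 0 after quantile normalization and loess, and that of housekeeping genes with a minimum of 100. The 17 other growth factors and receptors were inside the middle 95% too (-0.14, percentile 14.2, or 0.12 and percentile 82.0 with the mean over all probe sets). The 3 EGF family genes that reached 500 are too few to describe the family, and their median is the value of Hbegf, which the study picked from these arrays. With a minimum of 100 the median of 8 genes was 0.50. The 3 genes at 500 or above that the study names for other tissues had a median of -0.25 (percentile 10.4), with Akt1 at -0.25. The median of these 3 was 0.03 (percentile 45.0) with the mean over all probe sets. Erbb3 and Agr2 were under 100 on both arrays.
Markers of other cell types were mostly dim. No endothelial, macrophage, erythroid, hepatoblast, bone or cardiac marker reached 500, and 2 or fewer genes did so in the Hox (Hoxd13, 0.09), skeletal muscle (Acta1, 0.52), neural (Ncam1, -0.45, and Map2, 0.33), cartilage (Col2a1, 0.60), epithelial (Epcam) and adipocyte (Fabp4, 1.45, and Lpl, -0.74) lists, of which Hoxd13 and Map2 turn negative with spike-ins, Hoxd13 also with median centring. With a minimum of 100, 4 of 5 epithelial markers were over 2-fold higher (median log2 ratio 1.74), but 3 of these had a wild type signal under 100. With signals raised to 100, 2 were over 2-fold higher and the median was 0.98. Xist was 1601 in wild type and 2613 in knock out MEFs, and the Y-linked genes were lower, Eif2s3y at 637 and 314 and, named after their values were seen, Kdm5d at 171 and 86.1 and Uty at 218 and 115. Whether the cultures differed in the sex of their embryos was not tested.
Vgll3 and Chmp2b, which are neighbours in GRCm38.p6, both lost their signal on the knock out array. A fault of single probe sets is argued against, since 0 of their 5 probe sets with a wild type signal of at least 100 kept a ratio of 0.5 or more. Each gene was picked on its low knock out signal on a single probe set, so only the others test this. These were 2118 and 17.6 and 3354 and 2.37 for Vgll3, and 968 and 9.46 for Chmp2b. DNA of the 129 strain linked to the gene trap is argued against too, as 0 of the 2 genes lie on the chromosome of Pa2g4. This covers linked DNA only. The paper kept the line on a mixed background of 2 strains, so an unlinked strain difference stays open and was not tested. Loss of a chromosome segment holding both genes may be the cause but is left open, because only 1 of the 5 annotated genes between them is on the array, none is protein-coding, and 0 had a wild type signal of at least 100. The nearest such genes outside, named after their values were seen, kept theirs (Cggbp1 at 2139 and 1880.0, Robo1 at 327 and 425). Reaching these genes meant skipping 8 genes on one side and 30 on the other, so they do not closely bound such a loss. An effect of the genotype on these genes also stays open and untested.
Interferon-stimulated genes were lower in knock out MEFs. All 4 that reached 500 were lower (median -0.83, percentile 0), Bst2 (-1.32) and Ifi35 (-1.05) by over 2-fold, and Ddx58 (-0.60) and Ifitm3 (-0.25) by less. Since 2 of the 4 reached 500 on the wild type array only, this minimum favours lower genes, and with at least 500 on both arrays too few are left for a value. With a minimum of 100 the median of 21 genes was -1.32, or -1.05 with signals raised to 100, with 12 over 2-fold lower and 0 higher, but 11 of the 21 had a knock out signal under 100, where the size of a ratio is unsure. For the 4 genes that reached 500, a trend with signal is argued against, since their median was -0.80 with the loess trend removed and -0.83 as deposited. The 21 genes were not tested in this way. Fewer macrophages or other leukocytes could be a cause, and 0 of their markers reached 500. The 5 markers over 100 had a median of 0.07, which met the bound set to exclude this cause. That minimum of 100 was chosen after the result was seen. Among the 5, named after their values were seen, Lyz2 (-0.60) and Laptm5 (-0.47) were lower. Csf1r (0.07), Adgre1 (0.08) and Cd14 (0.29) were not. Csf1r and Cd14 are also expressed by fibroblasts, so a loss of leukocytes is left open. A difference between the cultures other than genotype cannot be told apart from the genotype with 1 array per genotype.
Higher probe sets often stood alone in their gene. Of 101 probe sets over 2-fold higher in genes with several probe sets, 74 (73.3%) belong to a gene whose brightest probe set was not over 2-fold higher, against 7 of 57 lower ones (12.3%). Their median log2 ratio was 1.34, and that of the brightest probe sets of the same genes 0.13. Examples, chosen after their values were seen, are Ncl (739 and 2384, its brightest 3640 and 4940) and Eif4a1 (2428 and 5513, its brightest 5177 and 4981). The 74 also hold probe sets of Mdm2 (411 and 1246) and Bdnf (173 and 548), which are genes of Table 1. With at least 500 on both arrays, 20 of 27 higher and 2 of 13 lower ones stood alone. The difference in these percentages was at least 57.0 percentage points under the deposited scaling, median centring, quantile normalization, loess and spike-ins. The pattern was thus also present among probe sets of at least 500 on both arrays. This difference restates the pattern and was chosen after the values were seen, so it cannot decide on noise of low signals. That cause is left open, also for the 54 of the 74 with a wild type signal under 500. The difference in percentages replaced the ratio of higher to lower ones, which depended on the scaling (2.19 as deposited and 0.0889 with spike-ins). Cross-hybridization is argued against, since the suffixes _x_at and _s_at were 0.589 times as common as among all such probe sets. Longer cDNA or better RNA in the knock out sample may contribute and is left open. Over 2148 dimmer probe sets the median difference from the brightest was 0.087, which met the bound set to exclude it. However, 71 of them lay over 1 above the brightest and 8 over 1 below, both 3' to 5' control ratios were lower on the knock out array (0.941 and 0.843 times those of wild type), and the distance of each probe set from the 3' end is not known and many may lie near it. That reading was changed after the value was seen. No biological explanation was tested.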
